# Genome-wide gene expression profiling of the melon fly, *Zeugodacus cucurbitae*, during thirteen life stages

**DOI:** 10.1038/s41597-020-0387-9

**Published:** 2020-02-11

**Authors:** Dong Wei, Hui-Qian Xu, Dong Chen, Su-Yun Zhang, Wei-Jun Li, Guy Smagghe, Jin-Jun Wang

**Keywords:** Transcriptomics, Entomology, RNA sequencing, Agriculture

## Abstract

The melon fly, *Zeugodacus cucurbitae* (Coquillett), is an important destructive pest worldwide. Functional studies of the genes associated with development and reproduction during different life stages are limited in *Z. cucurbitae*. There have yet to be comprehensive transcriptomic resources for genetic and functional genomic studies to identify the molecular mechanisms related to its development and reproduction. In this study, we comprehensively sequenced the transcriptomes of four different developmental stages: egg, larva, pupa, and adults. Using the Illumina RNA-Seq technology, we constructed 52 libraries from 13 stages with four biological replicates in each and generated 435.61 Gb clean reads. We comprehensively characterized the transcriptomes with high-coverage mapping to the reference genome. A total of 13,760 genes were mapped to the reference genome, and another 4481 genes were characterized as new genes. Finally, 14,931 genes (81.85%) were functionally annotated against six annotation databases. This study provides the first comprehensive transcriptome data of all developmental stages of *Z. cucurbitae*, and will serve as a valuable resource for future genetic and functional studies.

## Abstract (summary)

**Table:** 

Measurement(s)	RNA • sequence_assembly • sequence feature annotation • gene expression
Technology Type(s)	RNA sequencing • sequence assembly process • sequence annotation • Expectation-Maximization(EM) algorithm
Factor Type(s)	biological replicate • developmental stage • sex
Sample Characteristic - Organism	Zeugodacus cucurbitae

Machine-accessible metadata file describing the reported data: 10.6084/m9.figshare.11698254

## Background & Summary

The melon fly, *Zeugodacus cucurbitae* (Coquillett) (Diptera, Tephritidae), is an important pest of cucurbit crops^1^. Although this species is thought to be native to India, it is now widely distributed in tropical, sub-tropical and temperate regions worldwide, including the Asia-Pacific and Africa^1,2^. *Z. cucurbitae* attacks more than 130 plant hosts from 39 families, among which the bitter gourd, snap melon and muskmelon are the preferred hosts^3^. Because of its powerful invasive ability, *Z. cucurbitae* has been defined as a category A fruit fly, with polyphagous, highly destructive characteristics^4^. Hence, although the *Z. cucurbitae* genome is available^5^, few functional genomic and genetic studies have been carried out comparing it to other species of tephritidae fruit flies. Functional studies of the key genes underlying mechanisms associated with *Z. cucurbitae* development, behavior, and reproduction are limited. Gene expression during development, which are useful for various analyses, have yet to be characterized.

Transcriptome sequencing is an efficient and low-cost method by which to explore gene expression patterns at multiple developmental stages^6,7^, tissues in insects^8,9^. Many insect transcriptomes have been obtained using next-generation sequencing techniques for functional genomic studies^10,11^. For example, in *Ceratitis capitata*, a conserved *Maleness-on-the-Y* gene was isolated to be involved in the male sex determination by RNA-Seq.^12^. Comprehensive studies of gene expression during various developmental stages in many important insect pests, e.g. the oriental fruit fly *Bactrocera dorsalis*^13,14^ and the ladybird *Henosepilachna vigintioctopunctata*^6^, have been performed to explore the molecular mechanisms underlying metamorphic development. In *C. capitata*, the gene expression at the specific embryogenesis stage was also obtained by transcriptomic sequencing technology^15^. In addition, gene expression has been studied in the fat bodies, ovaries, and testes of *B. dorsalis* to identify critical genes involved in female and male gonad-specific roles^8,16,17^. Comparative transcriptomic analyses have also been used to characterize the differential expression of genes putatively associated with fecundity during the maturation of *B. dorsalis* and *C. capitata* adults^18,19^. Transcriptomes have also been sequenced to investigate the mechanisms of the insect response to environmental stressors, including insecticides^20^ and microbial infection^21,22^. Thus, transcriptome sequencing allows us to determine the gene expression mechanisms underlying certain biological functions and to identify potential targets associated with pest control.

Many transcriptomes have already been published and published in the National Center of Biotechnology Information (NCBI) Sequence Read Archive (SRA) database, which is the most popular repository of raw RNA-Seq data. For example, more than 1398 samples of 47 projects have been published and open accessible for another insect pest species in the Tephritidae pest, *B. dorsalis*. However, for *Z. cucurbitae*, only 23 samples from five projects have been released (before August, 2019), and four of the five projects were sequenced for genome annotation and provided a fundamental reference regarding protein-coding genes of *Z. cucurbitae*^5,23^, but no more direct gene expression was exhibited, and no more biological replicates were performed. The remaining project, from 2016, was sequenced only from middle-aged adults and focused on proteins associated with chemosensory perception^24^, in which a small number (13) of odorant binding proteins (OBPs) were identified. In homologous *B. dorsalis* fruit fly, 49 OBPs were identified and characterized^25^. There is considerable gene expression information left to collect. The fruit fly is a holometabolous insect, and its life cycle has four developmental stages. In addition to the differences gene expression across these stages, complex biochemical processes take place within the larval development, pupal development, and sex maturation during the adult stage. For example, in larval development, the juvenile hormone and ecdysone are the most important effectors, and they cooperate with other genes and pathways to regulate the molting process^26,27^. Comparative transcriptomes were performed within the adult stage to explore the candidate genes involved in fecundity of *B. dorsalis*^18,19^. Complex biochemical processes also take place during the pupa stage in which the tissues were remodeled, e.g. SP95 involved in integument remodeling^28^. Gene expression during the specific time strictly in the process of the molting from old larva to the early pupa was also critical to successful molting, e.g. the wondering stage^14^. Although four transcriptomes were released, they are not a good resource because of the lack of biological replicates. The genome genetic sequence information is of great help for gene expression annotation, e.g. *C. capitata* and *Z. cucurbitae*^5,29^. A global gene expression profile for *Z. cucurbitae* has yet to be produced for assessment of gene expression throughout development are therefore still inaccessible.

In this study, we performed the first deep transcriptomic sequencing of multiple different developmental stages of *Z. cucurbitae* by RNA-seq, including 13 stages, and 52 libraries (four biological replicates in each stage) (Fig. 1, Online-only Table 1). We generated a high-coverage dataset for genome-wide gene expression profiling. We successfully mapped 13,760 genes to the reference genome, and identified 4481 novel genes. In total, 14,931 genes (81.85%) were functionally annotated against the NCBI non- redundant (NR), Swiss-Prot, Pfam, Gene Ontology (GO), Cluster of Orthologous Group (COG), and Kyoto Encyclopedia of Genes and Genomes (KEGG) databases (Table 1). Four biological replicates of each stage provide a reliable evaluation of the gene expression during all the life stages. These data can also be used to analyze gene expression during metamorphosis to elucidate the molecular network, as well as the gene expression during the larval stages, pupal stage, and during the sexual maturation of adults. In addition, the comparative analysis of gene expression with other tephritidae fruit flies can also be performed, e.g. *B. dorsalis*, *C. capitata*, in which such data are available^14,30^. Our work represents a valuable resource, and will be helpful for future studies of functional genes associated with metamorphic development and reproduction.

**Fig. 1:**
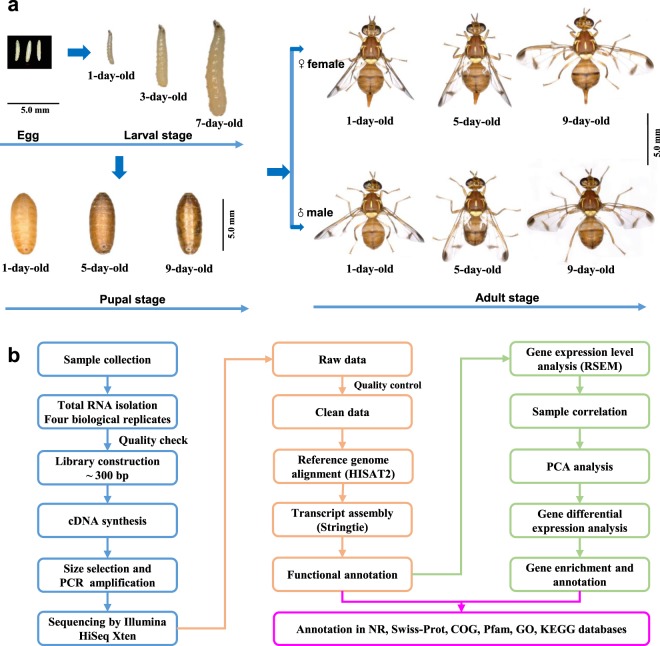
Schematic work flow of the transcriptomes from the sample preparation to sequencing. (**a**) Sample collection of *Zeugodacus cucurbitae*, and the 13 stages analyzed in this study are shown as photos. (**b**) Schematic overview of the sample collection, sequencing and analysis.

**Table 1:** Gene assembly and database annotations.

Annotation	Transcripts		Genes		Percentage of annotated genes		
	Reference	New	Reference	New	Reference	New	Total
NR	21180	15261	12890	2001	93.68%	44.66%	81.63%
Swiss-Prot	16536	10522	9703	513	70.52%	11.45%	56.01%
COG	19961	13503	11960	1323	86.92%	29.52%	72.82%
Pfam	17852	11333	10653	645	77.42%	14.39%	61.94%
GO	10862	6464	6733	178	48.93%	3.97%	37.89%
KEGG	10863	6927	6333	320	46.02%	7.14%	36.47%
Total annotation	**21197**	**15337**	**12902**	**2029**	**93.76%**	**45.28%**	**81.85%**
Total	22159	19371	13760	4481	**100.00%**	**100.00%**	**100.00%**

## Methods

### Insect culture, sample collection

*Z. cucurbitae* were collected as pupae from Haikou, Hainan Province, China, in 2016, and were reared at 26–27 °C with 70 ± 5% relative humidity and a photoperiod of 14:10 h light: dark. Similar to *B. dorsalis* artificial diet^31^, *Z. cucurbitae* larvae were reared on an artificial diet consists of bitter gourd, corn, yeast powder, wheat flour, and sucrose; adults were fed a mixture of sucrose, yeast powder, and honey. Samples were collected at several different developmental stages: egg (~100 individuals < 8 h post-laying), 1^st^ instar larva (100 individuals at 1-d-old), 2^nd^ instar larva (20 individuals at 3-d-old), 3^rd^ instar larva (10 individuals at 7-d-old), pupa (three individuals at 1-, 5-, and 9-d-old, representing the early-, middle-, and late-stage of pupae respectively), virgin female and male adults (three individuals at 1-, 5-, and 9-d-old) (Fig. 1a). As preliminary experiments showed that adults were sexually mature at 9-day-old, the time points 1-, 5-, and 9-d-old represented the newly-emerged, vitellogenic, and sex-matured stages, respectively. Four biological replicates of each stage were prepared.

### Total RNA isolation

Total RNA was extracted from the 13 stages with TRIZol reagent (Invitrogen, Carlsbad, CA, USA), following the manufacturer’s instructions. The concentration and purity of total RNA samples were firstly quantified using a NanoDrop One (Thermo Fisher Scientific, Madison, WI, USA), and were re-determined using a Bioanalyser 2100 (Agilent Technologies, Palo Alto, CA, USA) before library construction.

### Library construction and sequencing

The transcriptome libraries were constructed using the TruSeq RNA sample preparation kit (Illumina, San Diego, CA, USA), following the standard instructions. In brief, all the mRNA was isolated using the polyA selection method with oligo (dT) magnetic beads (Illumina), and then fragmented using fragmentation buffer. Double-stranded cDNA was synthesized using a SuperScript double-stranded cDNA synthesis kit (Invitrogen, Carlsbad, CA, USA) with buffer, dNTPs, random hexamer primers, DNA polymerase I, and RNase H. The synthesized cDNA was subjected to end-repair, phosphorylation, and ‘A’ base addition following the Illumina library construction protocol. Each library was size selected for cDNA target fragments (200–300 bp) on 2% low range ultra-agarose gels, then PCR amplified using Phusion DNA polymerase (NEB, Ipswich, MA, USA). Finally, paired-end RNA sequencing libraries were sequenced with the Illumina HiSeq Xten (2 × 150 bp read length). The raw data files obtained from high-throughput sequencing were converted to the original sequence.

### Preprocessing of sequencing data

We constructed 52 libraries and produced 3,013,315,500 clean reads (435,605,241,804 bp) (Online-only Table 1). The raw paired-end reads were trimmed and quality controlled using SeqPrep (https://github.com/jstjohn/SeqPrep) and Sickle (https://github.com/najoshi/sickle) with default parameters of the sequencing analyzer^32^. The quality of each base was evaluated by FASTX (Fig. 2a,b). The error bases with N and low quality reads were removed (Fig. 2c–f). Clean reads were aligned to the reference genome using HISAT2 (http://ccb.jhu.edu/software/hisat2/index.shtml)^33^. The mapping criteria were as follows: sequencing reads should be uniquely matched to the genome, with up to two mismatches allowed but without insertions or deletions. The mapping ratios were calculated as an index of the sequence quality. The quality assessment of the transcriptomic sequencing was evaluated using RSeQC 2.3.6 package. The highest coverage paths were assembled and constructed as transcript isoforms. All clean reads those were not mapping to the transcriptional regions were assembled into new transcripts based on overlaps using StringTie (http://ccb.jhu.edu/software/stringtie)^34^.

**Fig. 2:**
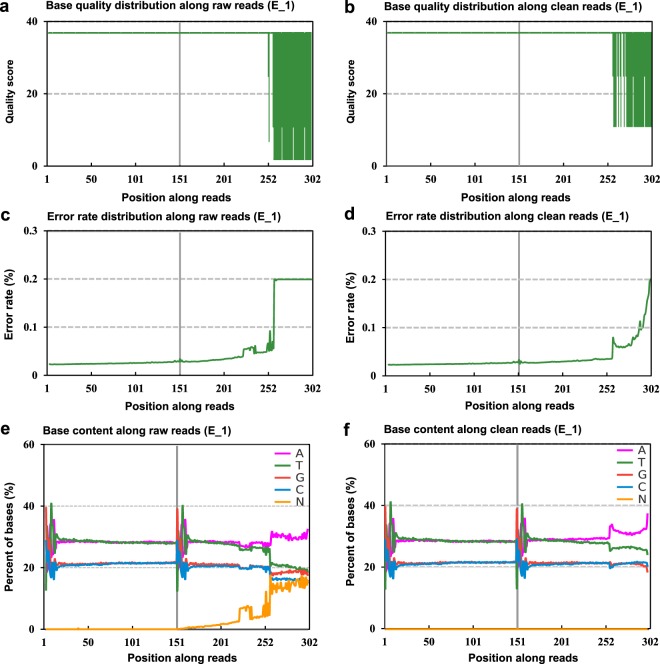
Quality assessment of the RNA-Seq. Example of the base quality of the raw reads (**a**) and clean reads (**b**). Error rate distribution of the raw reads (**c**) and clean reads (**d**). Base content of the raw reads (**e**) and clean reads (**f**).

### Gene annotation

All genes, including the newly assembled fragments, were functional annotated against several databases (NR, Swiss-Prot, and evolutionary genealogy of genes: Non-supervised Orthologous Groups) using DIAMOND v0.8.37.99. For Pfam annotations, HMMER (version 3.1b2) was used with an *E*-value < 10^−5^. For Gene Ontology (GO) annotations, the Blast2GO pipeline was used, with an *E*-value < 10^−5^ ^35^. Pathway analysis was performed against the KEGG database with KOBAS v2.1.1 (*E*-value < 10^−5^). A total of 81.58% genes were annotated in six databases (Table 1).

### Gene expression analysis

Gene expression analysis was conducted based on the sequenced reads using RNA-Seq with the Expectation-Maximization (RSEM, v1.3.1) method^36^. Global gene expression was quantified as transcripts per million reads (TPM) in the four biological replicates. The average TPM value after normalization represented the corresponding quantitative gene expression level at each developmental stage^37^. The average TPM values for each stage were also used in a principal component analysis (PCA). A log10 transformation was performed to reduce the TPM values for gene expression. The PCA was carried out using an RSEM pipeline and was shown as a line plot. We measured differential gene expression between developmental stages using DESeq. 2 v1.10.1^38^. Genes with an adjusted *P-*value < 0.05 and a log2 expression ratio > 2 between any two stages were identified as differentially expressed. We compared gene expression levels between stages to identify changes in dynamic gene expression among the four developmental stages (egg, larva, pupa, and adult). We also compared gene expression levels during the development among three instar larval stages; three pupal stages; and three adult stages. Gene expression was compared between the two sexes in adults.

## Data Records

The raw transcriptome data were uploaded to the NCBI SRA database^39^. Gene information and database annotations (e.g. NR, Swiss-Prot, GO, and KEGG pathway) were uploaded to figshare^40^. The quantitative gene expression of all genes were evaluated by TPM reads and deposited in NCBI Gene Expression Omnibus (GEO) database with an accession number of GSE139488^37^.

## Technical Validation

### Quality control

The raw reads were quality controlled using SeqPrep and Sickle software for all samples  (Fig. 2a,b). The distribution of the error rate of each sample was evaluated (Fig. 2c,d), then the bases content was calculated (Fig. 2e,f). After removing the low quality bases, we generated the clean reads. The clean reads accounted for up to 94.64% of the raw reads on average. The error rate of each reads was determined by the Phred score, and the mean error rate was 0.026% (range: 0.024–0.029%). The average Q20 (Phred score >20) was 97.54% (Online-only Table 1). The distribution of A/T/G/C was thereafter inspected to analyze the GC content, which showed a low proportion (Fig. 2e,f). These results indicated that sequencing quality was high. Clean reads were separately aligned to the reference genome using HISAT2^33^.

### Transcriptome quality assessment

The saturation of sequencing was also analyzed using RSeQC 2.3.6 package, and the data showed a high saturation of each sample sequencing (Fig. 3a). Most of the reads were mapped to the coding sequence region (Fig. 3b). The alignment of the superreads to the reference genome resulted in a total of 41,530 transcripts, and 34.03% were longer than 2700 bp, and 75.96% were longer than 900 bp (Fig. 3c). Analyses of the structures of the transcripts suggested that 11,506 transcripts were potential novel transcript isoforms (Fig. 3d), and 22,068 transcripts were completely matched to the exons.

**Fig. 3:**
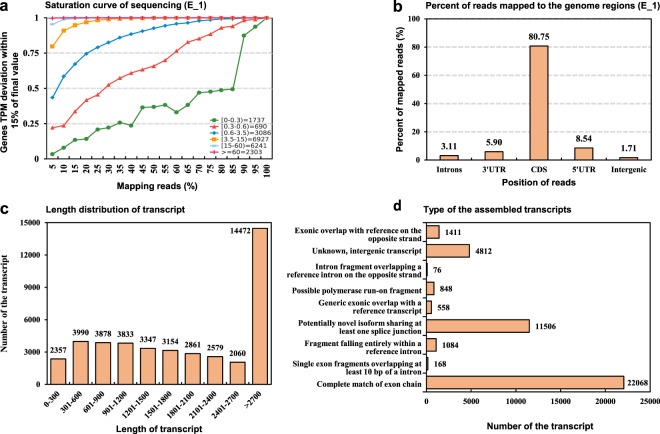
Sequencing results. An example of the sequencing saturation (**a**), and the mapping percentage of the reads against the genome (**b**). The length distribution of the assembled transcripts (**c**). The type of the assembled transcripts (**d**).

### Gene annotation

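Genes assembled from the reads were shorter and less expressed than genes of the reference annotation. Their median length was 594 nt, against 1597 nt for reference genes, and the median of their highest stage mean was 2.76 TPM, against 35.6 TPM. A stage mean above 0.1 TPM was reached in at least 1 stage by 4382 newly assembled genes and by 13073 reference genes. In all 13 stages it was reached by 1320 (29.5%) of the former and 9644 (70.1%) of the latter. Newly assembled genes together took a median of 2.504% of a library's TPM (range 1.13% to 6.94%). Of 12508 reference genes with a stage mean above 1 TPM, 4047 (32.4%) had their highest mean in 9-d-old females and 1958 in 1-d-old pupae. Of 3663 newly assembled genes above that level, 730 (19.9%) had it in 1-d-old pupae, 683 in 5-d-old pupae and 235 (6.42%) in 9-d-old females. With median-of-ratios scaling, applied after the values were seen, 9-d-old females held the highest mean of 2514 (20.1%) and 1-d-old pupae of 1249 of the same reference genes, and of the newly assembled genes 410 (11.2%) had it in 1-d-old pupae, 751 in 5-d-old pupae and 155 (4.23%) in 9-d-old females, so these shares depend on the scaling. These differences between the classes were not tested. A product is given for 13649 reference genes and for no newly assembled gene, so lists of genes by product hold reference genes alone.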

All the transcripts were annotated to 18,241 genes, including 13,760 known genes (22,159 transcripts), and 4481 novel genes (19,371 transcripts) (Table 1). All genes were functionally annotated to six databases. The percent of the annotated new assembled genes was 45.28%, which was lower than the reference gene of 93.76%. Finally, we functionally annotated 14,931 genes (81.85%): 14,891 in NR; 10,216 in Swiss-Prot; 13,283 in COG; 11,298 in Pfam; 6911 in GO; and 6653 in KEGG (Table 1).

### Gene expression analysis

In this study, four biological replicates were sequenced for gene expression analysis. 

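Whole bodies were sequenced at 13 stages, with 4 libraries per stage and 52 in all. Each library came from a pool of 100 eggs, 100 1-d-old larvae, 20 3-d-old larvae, 10 7-d-old larvae, 3 pupae or 3 virgin adults of one sex. The authors aligned clean reads with HISAT2, added newly assembled genes and computed TPM with RSEM, which divides the reads of a gene by its effective length. TPM add up to 1000000 in every library, so a few abundant genes in a stage lower the values of the others. Libraries held 45037470 to 84342226 clean reads (median 57840812), of which 56.1% to 93.5% mapped. Under 70% mapped in 6 libraries, namely replicate 3 of the 3-d-old larva (61.8%), replicate 2 of the 5-d-old pupa (56.1%), replicates 1, 3 and 4 of the 9-d-old pupa (64.4%, 69.0% and 68.5%) and replicate 4 of the 9-d-old male (65.5%). Clean reads averaged 138.3 to 138.8 nt in 26 libraries (eggs, replicates 3 and 4 of the 7-d-old larva, pupae and 1-d-old adults) and 149.7 to 150.1 nt in the other 26. Within the 7-d-old larva, 8 genes differed between the classes of read length (2 higher and 6 lower with longer reads), and both stages were of one class in 8 of the 15 comparisons. With a term for class in the fit, which rests on the 7-d-old larvae alone and was chosen after the values were seen, 28 counts of genes stayed within 1.5 times. Values of log2(TPM + 1) were compared by limma with 1 mean per stage over all 52 libraries, for the 17097 genes with TPM above 0.1 in at least 4 libraries. A gene was counted as differentially expressed, and is described as higher or lower, at an adjusted p under 0.05 and an absolute log2 fold change above 2. Levels are means ± SD of TPM over 4 libraries, and each fold change is followed by its standard error (SE) and limma's adjusted p. For every gene given with a fold change, the 4 libraries of one stage lay apart from the 4 of the other. Fixed lists of genes by product (28 lists) were compared with all other genes by camera. With a preset correlation of 0.01 between genes, 169 of 420 such tests passed at an adjusted p under 0.05, and 37 passed with an estimated correlation, which is the p printed for a list. Counts adjusted over the list alone are given where they differ from those over all genes tested. Copies of one family (vitellogenins, vitelline membrane proteins, cecropins, attacins) are alike in name, and whether they share reads was not examined here.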

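The library with the highest correlation was of the same stage for 51 of 52 libraries. Over 18241 genes, r of log10(TPM + 1) between 2 replicates of a stage ranged from 0.881 to 0.987 (median 0.975, 78 pairs). Between libraries of different stages it ranged from 0.608 to 0.972 (median 0.744, 1248 pairs). These are correlations across genes, which are not independent replicates. The median within a stage was highest in 9-d-old females (0.983), 1-d-old larvae (0.981) and 1-d-old females (0.980). It was 0.954 in 5-d-old pupae and 0.960 in 9-d-old pupae, and lowest in 3-d-old larvae (0.937). Among 3-d-old larvae, replicate 3 had its nearest library in the 1-d-old larva. On the line from the mean of the 1-d-old to that of the 7-d-old larvae it stood at 0.200 of the way, and the other replicates at 0.439, 0.692 and 0.659. Over pairs of libraries from 2 stages, the highest r was 0.972 for 5-d-old and 9-d-old males, 0.968 for 5-d-old and 9-d-old females and 0.956 for 1-d-old and 3-d-old larvae, above the 0.881 reached at the lowest among 3-d-old larvae themselves. It was 0.907 for the 2 sexes on day 1 and 0.889 for eggs and 1-d-old larvae.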

The correlation coefficient was calculated with Pearson correlation, and the results showed a good correlation between the four biological replicates of the different samples (Fig. 4a). 

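A small number of genes took much of each library, and part of them were shared between stages. Genes gene13748 and gene13752, for which no product is listed, were among the 3 most abundant genes in 11 and 8 of the 13 stages, with 21800 ± 993 and 18751 ± 798 TPM in eggs and 30173 ± 1546 and 24684 ± 526 TPM in 5-d-old males (SD, n = 4). The 10 most abundant genes took 20.5% of TPM in 7-d-old larvae, 22.5% in 1-d-old females and 21.4% in 1-d-old males, but 9.02% in 1-d-old larvae and 10.3% in 9-d-old females. In 7-d-old larvae they included larval serum protein 1 beta chain-like (gene343), a storage protein, at 32424 ± 4587 TPM. In 1-d-old pupae a kunitz-type proteinase inhibitor (gene2467) stood at 24564 ± 3668 TPM, and in 1-d-old larvae actin-2 (gene1908), part of the cytoskeleton, at 10838 ± 615 TPM, after gene13748 (13409 ± 353 TPM) and gene13752 (12892 ± 353 TPM). Adult cuticle protein 1-like (gene11480), a protein of the body wall, reached 44895 ± 1991 TPM in 1-d-old females and 43802 ± 1244 TPM in 1-d-old males. The level of the median gene was lowest in 7-d-old larvae (1.19 ± 0.225 TPM) and 3-d-old larvae (1.35 ± 0.144 TPM). It was highest in 9-d-old males (4.94 ± 0.269 TPM), eggs (4.37 ± 0.170 TPM) and 5-d-old males (4.32 ± 0.0762 TPM). Between replicates it varied most in 5-d-old pupae (3.89 ± 0.491 TPM).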

The TPM distribution density of all samples were calculated, and the results also showed a good repeatability and dynamic changes among developmental stages (Fig. 4b). Gene expression levels across all samples were analyzed by PCA; the PCA diagnostic screen plot suggested that the first nine components explain more than 90% of the variance, with the first two explaining 52.13% (Fig. 4c). 

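The genes with the largest weights on the first component of log10(TPM + 1) were high in eggs and larvae on one side and in adults on the other. These genes were chosen by weight after the values were seen, and the fixed lists were not tested on the weights. On the first side they included peritrophin-55 (gene1428), a chitin-binding protein, larval cuticle proteins 8-like (gene826 and gene812) and serine proteases 1/2-like (gene754). The other side held opsin Rh1 (gene4010), a visual pigment, together with actin of the indirect flight muscle (gene2198) and defensin-A-like (gene5878), an antimicrobial peptide. On the second component vitellogenin-1-like (gene11335) and vitellogenin-2-like (gene11334), which are yolk proteins, had large weights on one side. On the other were protamine-like (gene5345), which packs DNA in sperm, and outer dense fiber protein 3-like protein 2 (gene1223), a part of the sperm tail. With the genes centred and not scaled, over 52 libraries, these components explained 32.3% and 19.8% of the variance, and the first 9 together 90.2%. The next component (13.4%) had fat-body protein 1 (gene12529) and the kunitz-type inhibitor gene2467 on one side and trypsins, which digest protein, on the other. The variance of the first 9 components was 81.2% with each gene scaled to unit variance and 84.0% with a pseudocount of 0.1.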

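On the plane of the first 2 components, larvae stood apart from adults along the first and females from males along the second. Scores on the first component were 44.1 ± 1.14 in 1-d-old larvae, 33.9 ± 2.43 in 7-d-old larvae, 6.66 ± 0.0763 in 1-d-old pupae and -36.7 ± 1.43 in 9-d-old males (SD, n = 4). Scores on the second were -3.70 ± 0.507 in 1-d-old females, 35.7 ± 2.12 in 5-d-old females and 49.98 ± 1.47 in 9-d-old females. Males stayed between -19.8 ± 0.376 on day 1 and -17.0 ± 0.516 on day 9. The nearest library was of the same stage for 48 of 52 libraries, the other 4 being 1 library each of 5-d-old pupae, 9-d-old pupae, 5-d-old males and 9-d-old males. The 5-d-old pupae were the most spread, with an SD of 5.67 on the first component and 5.25 on the second. They stood at -3.89 and -11.1, nearer to 9-d-old pupae (-15.5 and -19.0) than 1-d-old pupae on the second component (16.2).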

The graph of the first two principal components (PC1 and PC2) showed that the samples were consistently clustered by developmental stage, indicating good repeatability within the biological replicates and good separation among the developmental stages (Fig. 4d). The database annotations and expression profiles for each gene were performed^37,40^.

**Fig. 4:**
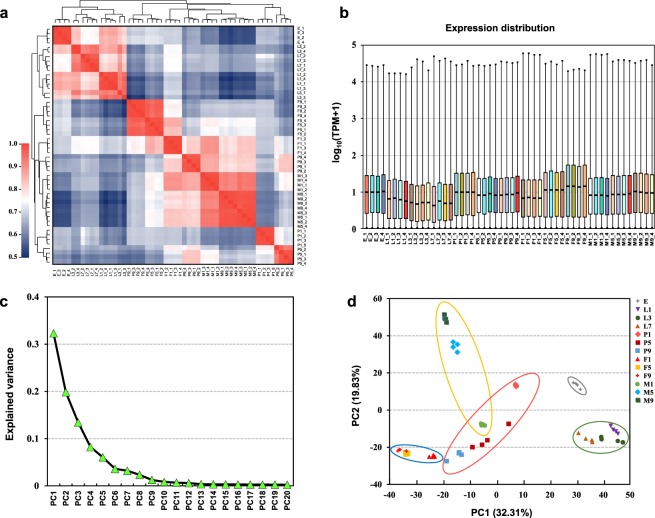
Global gene expression patterns during the 13 life stages. (**a**) Biological replicate sample correlation analysis. (**b**) Gene expression boxplot of samples during different stages, plotted as log_10_-transformed transcripts per million reads (TPM) values (log_10_(TPM + 1)). (**c**) The line plot of the variance explained by the first 20 principal components. (**d**) The scatter plot of PC1 versus PC2 in the principal component analyses (PCA), the gray circle represents the eggs, the green circle represents the larvae, the red circle represents pupae, the yellow circle represents adult females, and the blue circle represents the adult males, respectively.

Differential gene expression between developmental stages was analyzed using DESeq. 2^38^, with an adjusted *P-*value < 0.05 and a log2 expression ratio > 2. The absolute TPM value > 0.1 was considered as a reliable expression. We analyzed gene expression levels during the four developmental stages, and found that 11,698 of the expressed genes were expressed during metamorphic stages, while 5458 genes were expressed in one and/or more stages specifically (Fig. 5a-1). In these stages, a total of 15017, 12952, 15400, 14417 and 15484 genes were expressed during each stage (Fig. 5a-2). 

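Genes expressed in part of the 5 stages reached lower levels than genes expressed in all 5. Of 17151 genes with a mean above 0.1 TPM in at least 1 of the 5 stages, 11668 exceeded it in all 5 and 5483 (32.0%) in some. The median of the highest stage mean was 2.34 TPM for those 5483 and 23.7 TPM for the 11668, without a test of the difference. Both groups were set by the same stage means, and a gene of low level falls under 0.1 TPM more easily. A difference in this direction therefore follows in part from the definition. A mean above 1 TPM in at least 1 stage was reached by 3900 of the 5483 and a mean above 10 TPM by 1431, and 47.0% of the 5483 were newly assembled genes. Above 0.1 TPM in eggs alone were 322 genes, in 5-d-old males alone 251, in 5-d-old pupae alone 224 and in 7-d-old larvae alone 53. Over 1 TPM stood 193 of those in eggs, 136 in males, 107 in pupae and 26 in larvae, and 63 genes in 5-d-old females alone did. Defective chorion-1 (gene7265), a protein of the egg shell, was above 0.1 TPM in 5-d-old females alone. A serine protease persephone-like (gene8650), of a family that acts in immunity, was so in 5-d-old pupae alone. Both were chosen after their values were seen, and being above 0.1 TPM is a threshold and not a test of a difference between stages.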

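The number of genes above 0.1 TPM was lowest in larvae and highest in old males and late pupae. Over all 13 stages it fell to 12919 genes in 7-d-old larvae, after 14050 in 1-d-old and 13378 in 3-d-old larvae, and reached 15655 in 9-d-old males. Eggs had 15003, 5-d-old pupae 15382, 9-d-old pupae 15488 and 1-d-old pupae 14388. Females had 14206 on day 1, 14393 on day 5 and 14215 on day 9, fewer than males at each age (15248 on day 1 and 15467 on day 5). The differences between stages were not tested.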

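Storage proteins rose during larval growth, and part of the heat shock and antimicrobial peptide genes fell early. Larval serum protein 2 (gene6969), a store of amino acids for metamorphosis, rose from 6.27 ± 6.16 TPM in 3-d-old to 11821 ± 1189 TPM in 7-d-old larvae (SD, n = 4; log2 fold change 11.02, SE 0.40, adjusted p = 1.45e-24). From 1-d-old to 3-d-old larvae, larval cuticle protein 8-like (gene825) rose from 8.86 ± 6.71 to 3335 ± 1988 TPM (8.33, SE 0.49, adjusted p = 1.07e-17). Heat shock protein 27 (gene1557), a chaperone, fell from 599 ± 525 to 12.0 ± 4.67 TPM (-4.68, SE 0.52, adjusted p = 7.21e-10), and cecropin-1-like (gene3359), an antimicrobial peptide, fell from 94.5 ± 78.8 to 2.12 ± 1.62 TPM (-4.74, SE 0.68, adjusted p = 2.07e-07). The largest fall was of MAP7 domain-containing protein 1-like (gene8213), a microtubule protein, from 2512 ± 1034 to 1.38 ± 1.10 TPM. This ranking holds only differentially expressed genes with an informative product, at least 10 TPM in the higher stage and no overlap between libraries. Broad-complex core protein (gene6455), a regulator of metamorphosis, rose by day 7 from 0.428 ± 0.167 to 20.2 ± 16.1 TPM (3.61, SE 0.22, adjusted p = 9.23e-17). Takeout-like (gene6791), which binds juvenile hormone or like lipids, rose from 0.198 to 1994 ± 1129 TPM. Of 6 storage proteins, 4 rose by day 3 (camera adjusted p = 0.016 with an estimated correlation) and 6 rose from day 3 to day 7 (adjusted p = 4.8e-04). Of 32 heat shock proteins, 12 fell by day 3 (adjusted p = 0.18), as did 11 of 24 antimicrobial peptide genes (adjusted p = 0.87). Of 132 cuticle proteins, 16 rose and 26 fell by day 3 (22 and 18 with median-of-ratios scaling), and 10 rose and 75 fell by day 7 (77 fell when adjusted over the list alone; adjusted p = 0.12). Between 1-d-old and 3-d-old larvae 552 genes were differentially expressed (161 higher and 391 lower), between 3-d-old and 7-d-old larvae 553 (232 higher and 321 lower), and 1277 between at least 1 pair of the 3 ages. The median of all genes tested was -0.21 from day 1 to day 3, and with median-of-ratios scaling, which brings it to 0.00, 45.3% of the genes counted between those ages were higher, against 29.2% without. Fitted on the libraries of the compared stages alone, the counts were 325 and 264. In that fit the majority from day 3 to day 7 turned, with 158 higher and 106 lower, while from day 1 to day 3 it did not. Expression above 0.1 TPM in some but not all larval ages, a count without a test, held for 2796 of 14842 genes (18.8%), of which 174 had a stage mean above 10 TPM.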

During the larval stage, 18.75% (2785) genes were differentially expressed (Fig. 5b-1). Similarly, 18.73% (3093) genes were differently expressed during pupal development (Fig. 5b-2). 

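Muscle genes and part of the cuticle genes rose from the 1-d-old to the 5-d-old pupa, and single genes of the eye and of pigment synthesis rose from the 5-d-old to the 9-d-old pupa. Cuticle protein 16.5 (gene8029) rose from 4.99 ± 5.38 to 20768 ± 954 TPM by day 5 (SD, n = 4; log2 fold change 12.10, SE 0.37, adjusted p = 5.21e-29). Actin of the indirect flight muscle (gene2198) rose from 3.23 ± 0.796 to 3087 ± 206 TPM (9.53, SE 0.32, adjusted p = 3.37e-27), and myosin heavy chain (gene11765) from 100.6 ± 40.7 to 2254 ± 107 TPM and on to 12667 ± 328 TPM by day 9. Laccase-5 (gene3243), an enzyme that tans cuticle, rose from 0.995 ± 0.245 to 273 ± 28.7 TPM by day 5 (7.10, SE 0.47, adjusted p = 3.82e-17). The kunitz-type proteinase inhibitor gene2467 fell to 29.1 ± 7.33 TPM (-9.69, SE 0.54, adjusted p = 1.03e-19). Broad-complex core protein (gene4395) fell from 3789 ± 240 to 714 ± 71.7 TPM (-2.41, SE 0.11, adjusted p = 3.04e-23), or by 1.86 on the log2 scale with median-of-ratios scaling, which is within the threshold. Opsin Rh1 (gene4010) rose from 1.14 ± 0.792 TPM on day 5 to 1196 ± 141 TPM on day 9 (9.18, SE 0.19, adjusted p = 3.37e-35). Tyrosine 3-monooxygenase (gene8401), the first enzyme of dopamine and pigment synthesis, rose from 17.1 ± 17.0 to 4417 ± 1075 TPM (8.28, SE 0.35, adjusted p = 1.51e-23), and the nuclear receptor FTZ-F1 (gene1101) from 1.99 ± 0.234 to 63.9 ± 4.10 TPM. Of 28 muscle genes, 18 rose and 1, titin-like (gene9043), fell by day 5 (camera adjusted p = 0.027 with an estimated correlation), and 14 rose and 4 fell by day 9 (adjusted p = 0.081). Of 132 cuticle proteins, 39 rose and 6 fell by day 5 (adjusted p = 0.38), and 21 rose and 20 fell by day 9. Of 36 odorant-binding proteins, 12 rose and 3 fell by day 9 (adjusted p = 0.017), and of 95 cytochrome P450 genes 18 rose and 3 fell (adjusted p = 0.18). Of 35 vision genes, 6 rose and 3 fell by day 9 (adjusted p = 0.24), and of 24 tanning and melanization genes 5 rose and 3 fell (adjusted p = 0.47). Of 55 sperm and testis genes, 17 rose and 1 fell by day 5 (adjusted p = 0.47), and 24 and 1 without replicate 2 of the 5-d-old pupa, which was left out after the values were seen. From the 1-d-old to the 5-d-old pupa 2078 genes were differentially expressed (1226 higher and 852 lower, or 1439 and 469 with median-of-ratios scaling), from the 5-d-old to the 9-d-old pupa 1208 (722 higher and 486 lower), and 3693 between at least 1 pair of the 3 ages. At an absolute log2 fold change above 1 the majority by day 5 turned, with 2574 higher and 2762 lower. The 773 genes higher in 1-d-old males than in 1-d-old females had a median of 5.26, 0.28, 13.9 and 8.29 TPM in the 4 pools of 5-d-old pupae, so those pools differed by more than any stage of adult males. Above 0.1 TPM in some but not all pupal ages were 3112 of 16498 genes (18.9%), 409 of them with a stage mean above 10 TPM.

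**Figure D1:**
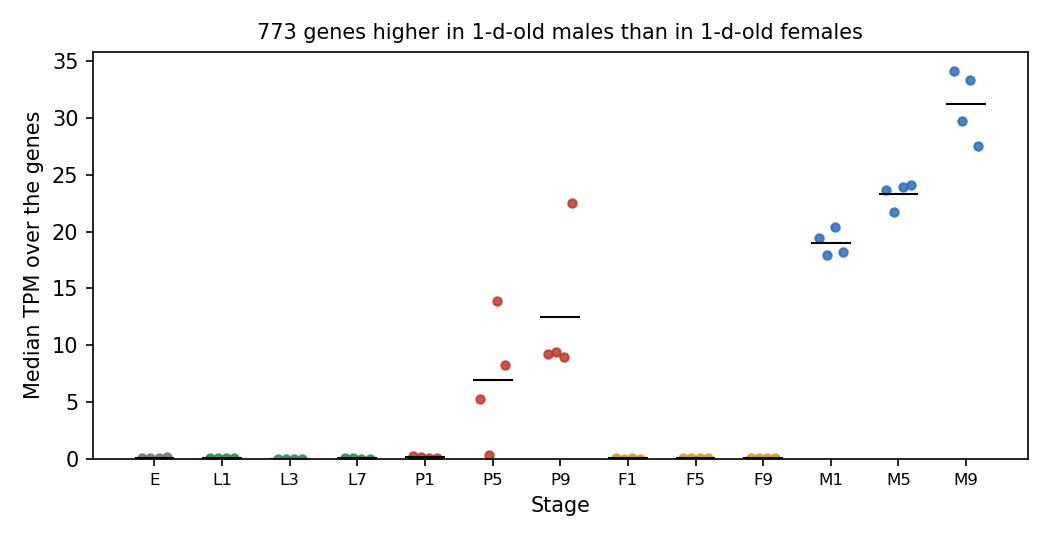
Median TPM, on a linear axis, of the 773 genes higher in 1-d-old males than in 1-d-old females, with 1 point per library and the stages on the horizontal axis. The 4 pools of 5-d-old pupae lie between 0.28 and 13.9 TPM, and those of 9-d-old males between 27.6 and 34.2 TPM.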

In the adult stages, 13.36% and 10.09% genes were differently expressed during female and male adult development, respectively (Fig. 5b-3,b-4).

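In females, germ line genes and part of the genes of the egg shell and the cell cycle rose from day 1 to day 5, while part of the cuticle genes fell. Cyclin B (gene5861), which drives cell division, rose from 0.700 ± 0.141 to 444 ± 81.3 TPM (SD, n = 4; log2 fold change 8.02, SE 0.21, adjusted p = 9.97e-32). Cytochrome P450 315a1 (gene11123) and cytochrome P450 307a1-like (gene9243), of families that make ecdysone, rose from 0.213 to 14.7 ± 2.35 TPM (3.68, SE 0.11, adjusted p = 1.10e-29) and from 0.160 to 21.7 ± 4.81 TPM (4.27, SE 0.21, adjusted p = 1.60e-21). Heat shock protein 23-like (gene1548) rose from 3.498 ± 0.758 to 1623 ± 346 TPM. The sex-determining protein transformer-2 (gene4521) rose from 8.06 ± 0.725 to 43.7 ± 6.61 TPM (2.30, SE 0.13, adjusted p = 8.00e-20), but by 1.63 on the log2 scale with median-of-ratios scaling, which is within the threshold. Larval cuticle protein LCP-30 (gene9496) fell from 259.9 ± 23.9 to 0.190 TPM (-7.78, SE 0.19, adjusted p = 7.15e-33), and endocuticle structural protein SgAbd-6 (gene832) fell from day 5 to day 9, from 1147 ± 577 to 1.33 ± 0.831 TPM. Of 17 germ line genes, 8 rose by day 5 (camera adjusted p = 0.025 with an estimated correlation), as did 36 of 67 DNA replication and cell cycle genes (adjusted p = 0.070), 8 of 13 chorion and vitelline membrane genes (adjusted p = 0.29) and 5 of 14 yolk genes. Of 132 cuticle proteins, 1 rose and 32 fell by day 5 (adjusted p = 0.32) and 13 fell by day 9. By day 9, 2 yolk genes fell, vitellogenin-1-like (gene9671) and vitellogenin-2-like (gene11334), and the list as a whole was lower (adjusted p = 0.0041). From day 1 to day 5, 1335 genes were differentially expressed in females (1157 higher and 178 lower, or 693 and 379 with median-of-ratios scaling), and from day 5 to day 9, 131 (25 higher and 106 lower, or 7 and 130). At an absolute log2 fold change above 1 the majority by day 9 turned, with 1575 higher and 317 lower. At least 1 pair of female ages gave 3114 genes. Above 0.1 TPM in some but not all female ages were 2274 of 15358 genes (14.8%), 157 of them with a stage mean above 10 TPM.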

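In males, part of the antimicrobial peptide genes rose and part of the cuticle genes fell from day 1 to day 5. Cytochrome P450 305a1 (gene1100) rose from 4.59 ± 1.07 TPM on day 1 to 2149 ± 183 TPM on day 5 (SD, n = 4; log2 fold change 8.61, SE 0.20, adjusted p = 2.81e-33). A male accessory gland serine protease inhibitor-like gene (gene4565) rose from 0.0800 to 175 ± 79.3 TPM (7.24, SE 0.29, adjusted p = 3.63e-24). Doublesex (gene11230), which directs sexual development, rose from 5.33 ± 0.659 to 42.4 ± 2.93 TPM (2.78, SE 0.17, adjusted p = 5.58e-18), as the 1 of 8 sex determination genes to do so (camera adjusted p = 0.59). Attacin-B-like (gene4072), an antimicrobial peptide, rose from 5.11 ± 5.18 to 1282 ± 1028 TPM (7.30, SE 1.20, adjusted p = 4.71e-06). Actin of the indirect flight muscle (gene2198) fell from 8481 ± 310 to 1541 ± 422 TPM in males and from 9645 ± 451 to 813 ± 318 TPM in females. With a term for read-length class the change in males was -0.938 on the log2 scale, which is within the threshold. That term rests on the 7-d-old larvae, where this gene stood at 1.47 TPM on average, so it does not decide on the fall in adults. From day 5 to day 9, SgAbd-6 (gene832) fell from 1208 ± 512 to 11.6 ± 14.1 TPM and cecropin-1-like (gene3350) rose from 0.615 ± 0.585 to 24.9 ± 19.8 TPM (3.47, SE 0.58, adjusted p = 6.79e-05). Of 24 antimicrobial peptide genes, 16 rose by day 5 (17 when adjusted over the list alone; camera adjusted p = 0.35 with an estimated correlation). Of 132 cuticle proteins, 2 rose and 25 fell by day 5 (adjusted p = 0.23), and 14 fell by day 9 (adjusted p = 0.19). Genes of oxidative phosphorylation were lower as a list by day 5 (median -0.51, adjusted p = 0.016), as were the 28 muscle genes (median -0.67, adjusted p = 0.039), of which 1 was lower by limma (2 with median-of-ratios scaling). In males 441 genes were differentially expressed from day 1 to day 5 (320 higher and 121 lower), 55 from day 5 to day 9 (9 higher and 46 lower), and 639 between at least 1 pair of ages. The median of all genes was 0.12 in each step, and with median-of-ratios scaling it was 0.00 and 0.02. A test of the difference itself gave 1224 genes whose change from day 1 to day 5 differed between the sexes (the change in males minus that in females was above 0 for 241 and below 0 for 983, or 372 and 687 with median-of-ratios scaling) and 102 for day 5 to day 9 (72 and 30, or 95 and 11), whichever way a gene itself moved. With a threshold of 1 on the log2 scale the majority for day 5 to day 9 turned, with 316 genes above 0 and 818 below 0. Reads were longer on day 5 than on day 1 in both sexes, and with a term for read-length class, chosen after the values were seen, that step gave 397 genes in males and 1265 in females. Above 0.1 TPM in some but not all male ages were 1652 of 16261 genes (10.2%), 61 of them with a stage mean above 10 TPM.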

**Fig. 5:**
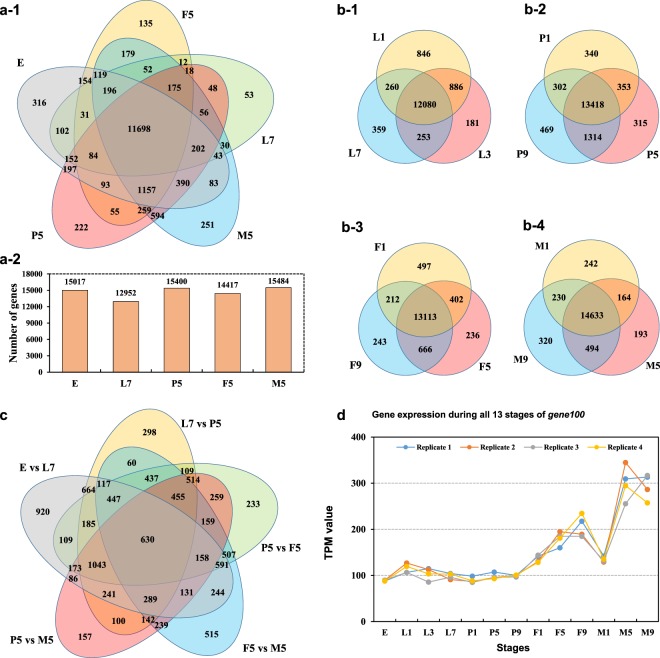
Gene expression during the various developmental stages. (**a**) Veen plot of gene expression during the four metamorphic stages (egg, larva, pupa, female and male adult), and total genes in each stage. (**b**) Veen plot of gene expression within larva (b-1), pupa (b-2), female (b-3) and male adult (b-4) stage, respectively. (**c**) Venn plot of the differentially expressed genes in each of two developmental stages. Each ellipse circle represents the differentially expressed genes between two connection stages. (**d**) An example of *gene100* expression during the whole 13 stages.

In addition, these transcriptomes might be useful for gene expression analysis among stages. That is, 93.83% of the genes were differentially expressed among stages: 920 genes were differentially expressed between egg and 7-d-old larva; 298 genes were differentially expressed between 7-d-old larva and 5-d-old pupa; 233 genes were differentially expressed between 5-d-old pupa and 5-d-old female; and 157 genes were differentially expressed between 5-d-old pupa and 5-d-old male. However, 630 genes were differentially expressed between all pairs of adjacent stages (Fig. 5c). These data provide a comprehensive comparison of global gene expression among developmental stages. 

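From the egg to the 7-d-old larva, storage proteins and part of the larval cuticle proteins rose, and part of the genes of segmentation and of cell division fell. Larval serum protein 1 beta chain-like (gene343), a storage protein, stood at 2.44 ± 1.07 TPM in eggs and had a log2 fold change of 13.24 (SE 0.42, adjusted p = 2.65e-28). Larval cuticle protein 2-like (gene7014) rose from 1.02 ± 0.489 to 23542 ± 4075 TPM (SD, n = 4; 13.53, SE 0.81, adjusted p = 4.87e-19), and lysozyme B-like (gene5008), which digests bacteria, from 17.8 ± 5.44 to 5371 ± 2199 TPM (8.11, SE 0.60, adjusted p = 6.10e-16). Bicaudal C (gene5283), a maternal RNA-binding protein that patterns the embryo, fell from 44.2 ± 2.75 to 0.0375 TPM (-5.45, SE 0.08, adjusted p = 3.13e-40), and fushi tarazu (gene13552), a segmentation gene, from 19.4 ± 4.83 to 0.00500 TPM (-4.31, SE 0.12, adjusted p = 1.10e-30). Cyclin-dependent kinase inhibitor 1C-like (gene6931), named for a role in stopping cell division, fell from 2015 ± 154 to 0.475 ± 0.412 TPM (-10.45, SE 0.31, adjusted p = 2.78e-29). All 6 storage proteins rose (camera adjusted p = 0.0041 with an estimated correlation). Of 157 digestive proteases and carbohydrases, 26 rose and 15 fell (adjusted p = 5.1e-04; 48 and 8 with median-of-ratios scaling), and of 95 cytochrome P450 genes 10 rose and 4 fell (adjusted p = 0.021; 21 and 3). Of 40 larval cuticle proteins, 10 rose and 22 fell, with a median of -2.57 although camera placed the list higher than other genes, which did not pass (adjusted p = 0.605). Among 40 segmentation genes 15 fell (adjusted p = 0.033; 11 with median-of-ratios scaling), among 17 germ line genes 10 (adjusted p = 0.12; 6) and among 67 DNA replication and cell cycle genes 37 (adjusted p = 0.18; 21). In all 2956 genes were differentially expressed, 528 higher and 2428 lower in larvae. The median of all genes was -0.65, and changes are relative to it; with median-of-ratios scaling it was -0.08, and 1045 genes were higher and 1022 lower. Differentially expressed in this step alone, of the 5 comparisons of Fig. 5c, were 1434 genes, or 735 with median-of-ratios scaling.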

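From the 7-d-old larva to the 5-d-old pupa, genes of digestion and chitin metabolism fell, and single genes of cuticle, photoreceptors and flight muscle rose. Peritrophin-48 (gene41), a chitin-binding protein named for the lining of the gut, fell from 1139 ± 217 to 1.67 ± 1.60 TPM (SD, n = 4; log2 fold change -8.87, SE 0.25, adjusted p = 4.64e-30), and lysozyme 1-like (gene5011) fell from 7065 ± 1257 to 50.1 ± 17.0 TPM (-7.15, SE 0.32, adjusted p = 5.75e-23). Cuticle protein 8 (gene1535) rose from 0.683 ± 0.796 to 20519 ± 468 TPM (13.71, SE 0.41, adjusted p = 2.67e-29), and pupal cuticle protein Edg-78E-like (gene7968) from 8.82 ± 2.02 to 1381 ± 54.0 TPM (7.16, SE 0.29, adjusted p = 9.22e-25). Chaoptin (gene1124), an adhesion protein of photoreceptors, rose from 0.228 to 132 ± 6.39 TPM (6.76, SE 0.10, adjusted p = 7.88e-41), and the transient receptor potential channel of the light response (gene7845) from 0.128 to 97.9 ± 6.61 TPM (6.45, SE 0.13, adjusted p = 4.14e-36). Ecdysone-induced protein 78C (gene1483) rose from 0.483 ± 0.932 to 66.4 ± 4.37 TPM, and flight muscle actin (gene2198) had a log2 fold change of 10.52 (SE 0.32, adjusted p = 7.12e-29). Of 30 chitin metabolism genes, 2 rose and 18 fell (camera adjusted p = 2.4e-06 with an estimated correlation), and of 157 digestive proteases and carbohydrases 14 rose and 59 fell (adjusted p = 3.0e-05). Among 6 storage proteins 4 fell (adjusted p = 0.083). Of 55 sperm and testis genes, 21 rose and 1 fell (adjusted p = 0.76), the fall being testisin-like (gene2925), a serine protease that its name places in the list. Replicate 2 of the 5-d-old pupa stood apart in genes higher in 1-d-old males than females (median 0.28 TPM, against 5.26 to 13.9 TPM in the other 3 pools), and without it, left out after the values were seen, 29 sperm and testis genes rose and 1 fell. Of 35 vision genes 9 rose and 3 fell (adjusted p = 0.93), and of 24 antimicrobial peptide genes 11 rose (10 when adjusted over the list alone), with a median of 1.88 although camera placed the list lower, which did not pass (adjusted p = 0.88). Of 28 muscle genes 10 rose and 4 fell (adjusted p = 0.52), but 8 rose and 12 fell with median-of-ratios scaling. The step changed 2954 genes, 2096 higher and 858 lower in pupae, of which 708 changed in no other of the 5 comparisons. The median of all genes was 0.68, and 0.21 with median-of-ratios scaling, where 1531 genes were higher and 1299 lower.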

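From the 5-d-old pupa to the 5-d-old female, yolk genes and part of the genes of egg shell and germ line rose. Vitellogenin-1-like (gene11335), a yolk protein, rose from 0.485 ± 0.673 to 14222 ± 3385 TPM (SD, n = 4; log2 fold change 13.29, SE 0.28, adjusted p = 2.34e-35), and vitelline membrane protein Vm26Aa-like (gene4571) from 0.823 ± 0.818 to 9142 ± 8610 TPM (10.50, SE 1.29, adjusted p = 1.48e-09). Vasa (gene11258), an RNA helicase of the germ line, rose from 15.9 ± 2.23 to 283 ± 12.1 TPM (4.08, SE 0.14, adjusted p = 3.19e-27), and bicaudal C (gene5283) from 0.0900 to 259 ± 34.5 TPM (7.90, SE 0.08, adjusted p = 1.82e-46). Of 14 yolk genes, 11 rose (camera adjusted p = 0.0036 with an estimated correlation), as did 7 of 17 germ line genes (adjusted p = 0.083) and 8 of 13 chorion and vitelline membrane genes (adjusted p = 0.29), among them chorion peroxidase (gene7279), an enzyme, and chorion transcription factor Cf2 (gene11216), a regulator. Among 67 DNA replication and cell cycle genes 24 rose and 1 fell (adjusted p = 0.17), and among 36 odorant-binding proteins 15 rose and 5 fell (adjusted p = 0.088). Of 55 sperm and testis genes 2 rose and 18 fell (adjusted p = 0.61), or 2 and 24 without replicate 2 of the 5-d-old pupa, left out after the values were seen, and of 132 cuticle proteins 4 rose and 46 fell (adjusted p = 0.43). The sex of the pooled pupae is not stated, so a fall from pupa to female may be one of age or of sex. From the same pupae to the 5-d-old male, digestive genes and odorant-binding proteins rose. Opsin Rh1 (gene4010) reached 3594 ± 330 TPM (10.77, SE 0.19, adjusted p = 2.86e-38) in males and 1679 ± 249 TPM in females, and trypsin beta-like (gene5041) rose from 1.46 ± 1.93 to 2174 ± 468 TPM in males (10.07, SE 0.34, adjusted p = 1.05e-27). A vitellogenin-1-like gene (gene7402) rose in males too, from 0.415 to 307 ± 41.7 TPM (7.76, SE 0.09, adjusted p = 3.83e-45), and of the 14 genes named as yolk proteins 7 rose and 1 fell there (adjusted p = 0.016). Of 157 digestive proteases and carbohydrases 65 rose and 11 fell in males (adjusted p = 0.013), of 36 odorant-binding proteins 17 rose and 2 fell (adjusted p = 0.0041), and of 24 antimicrobial peptide genes 18 rose (adjusted p = 0.49). There 35 of 95 cytochrome P450 genes rose and 10 fell (adjusted p = 0.070), 25 of 100 glutathione transferases and esterases rose and 3 fell (adjusted p = 0.052), and 7 of 35 vision genes rose and 4 fell (adjusted p = 0.50). Of the sperm and testis genes 14 rose in males, but 1 without replicate 2 of the 5-d-old pupa, so their rise rests on that library. Females differed from pupae in 2734 genes (1430 higher and 1304 lower) and males in 2297 (1587 higher and 710 lower), of which 109 and 234 differed in that comparison alone. With median-of-ratios scaling the 109 for females became 194. For females the majority turned with median-of-ratios scaling (1153 higher and 1504 lower) and with a pseudocount of 0.1 (2029 and 2580). Reads were longer in adults than in pupae, and with a term for read-length class, chosen after the values were seen, the counts were 2785 and 2346.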

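The 5-d-old males and females, the fifth comparison of Fig. 5c, differed in part of the genes of sperm, germ line and yolk. Outer dense fiber protein 3-like protein 2 (gene1223) stood at 771 ± 52.0 TPM in males and 0.0925 ± 0.185 TPM in females (SD, n = 4; log2 fold change 9.48, SE 0.63, adjusted p = 4.49e-17), and protamine-like (gene5345) at 811 ± 48.0 TPM in males while listed at 0 in females. Paramyosin (gene3478), a muscle protein by name, stood at 132 ± 3.27 TPM in males and 0.0275 TPM in females (7.02, SE 0.48, adjusted p = 1.16e-16). Vitellogenin-1-like (gene11335) was lower in males (2.21 ± 2.02 TPM; -12.27, SE 0.28, adjusted p = 5.69e-34), as were aubergine (gene2018), which silences transposons in the germ line (0.530 ± 0.406 against 122 ± 40.0 TPM; -6.31, SE 0.20, adjusted p = 2.51e-28), and vasa (gene11258; 13.3 ± 1.00 TPM). Of 14 yolk genes 5 were lower and 2 higher in males (adjusted p = 0.25). Single cytochrome P450 genes differed in both directions, gene1100 being higher in males (8.57, SE 0.20, adjusted p = 7.98e-34) and cytochrome P450 313a4 (gene6051) higher in females (262 ± 50.9 against 0.613 ± 0.245 TPM, -7.34, SE 0.27, adjusted p = 2.34e-26). Maltase 2-like (gene3617), a sugar-digesting enzyme, stood at 3411 ± 552 TPM in females and 41.0 ± 1.37 TPM in males, and juvenile hormone epoxide hydrolase 1 (gene1999), which degrades the hormone, at 423 ± 65.7 and 18.7 ± 1.64 TPM. Of 55 sperm and testis genes, 31 were higher in males and 1 was lower (camera adjusted p = 0.37 with an estimated correlation). The lower one was spermine oxidase-like (gene677), an oxidase that only its name places in the list. Among 17 germ line genes 6 were lower in males (adjusted p = 0.052), among 13 chorion and vitelline membrane genes 8 (adjusted p = 0.31) and among 67 DNA replication and cell cycle genes 28 (adjusted p = 0.081; 20 lower and 1 higher with median-of-ratios scaling). Of 24 antimicrobial peptide genes 15 were higher in males (16 when adjusted over the list alone) and 1, attacin-A-like (gene12382), was lower (adjusted p = 0.74). The sexes differed in 1828 genes, 1001 higher and 827 lower in males, or 1121 and 601 with median-of-ratios scaling, and 320 differed in this comparison alone (218 without replicate 2 of the 5-d-old pupa). At an absolute log2 fold change above 1 the majority turned, with 2091 higher and 2489 lower.

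**Figure D2:**
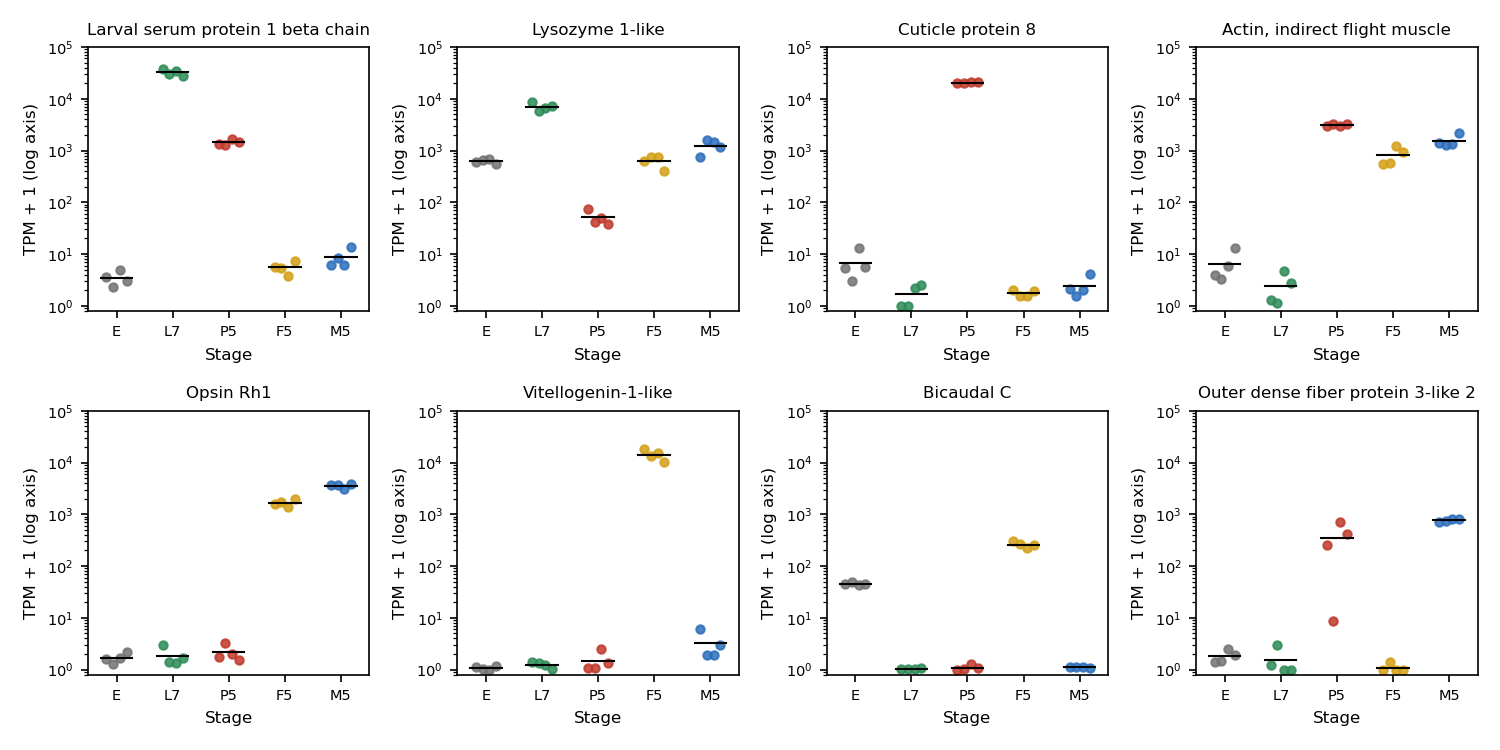
TPM of 8 genes, on a log axis, in eggs, 7-d-old larvae, 5-d-old pupae, 5-d-old females and 5-d-old males, with 1 point per library. Vitellogenin-1-like (gene11335) lies at 14222 TPM on average in 5-d-old females and 2.21 TPM in 5-d-old males.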

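Genes differentially expressed in all 5 comparisons were few and of mixed function. They were 16, and were named after their values were seen. Higher in larvae than in eggs, lower in pupae, higher again in both adults and higher in males than females were vanin-like protein 2 (gene10117), the peptidoglycan recognition protein SB1 (gene527), which acts in immunity, chitinase-like protein 3 (gene5800), prostatic acid phosphatase-like (gene651) and a glycine-rich cell wall protein-like gene (gene3800). Lower in larvae, higher in pupae, higher again in females and lower in males than in either were histone H1-like (gene12712), a chromatin protein, and gene1545. Cytochrome P450 304a1 (gene7152) rose in larvae, fell in pupae, fell further in females and rose in males. Fatty acyl-CoA reductase (gene4057), an enzyme of wax and pheromone synthesis, fell in larvae, rose in pupae, fell in females and rose further in males. Loricrin-like (gene2864), aggrecan (gene5908) and zinc finger protein 512B-like (gene13678) fell in larvae, rose in pupae, fell in both adults and were lower in males. Counted over libraries of unchanged groups, drawn 100 times, the number in all 5 was 0 in each draw, and independent lists of the same sizes share 1.17. The 5-d-old pupa enters 3 of the 5 comparisons, and the 7-d-old larva, the 5-d-old female and the 5-d-old male enter 2 each, so independent lists are not a full control for shared libraries. The change from female to male is also the change from pupa to male less that from pupa to female. These 3 comparisons therefore depend on each other even with divided libraries, and 1.17 is not the number expected by chance. With the libraries of each shared stage divided between its comparisons, in 100 random divisions chosen after the values were seen, 9 to 24 genes were in all 5 (0.90 to 1.67 for independent lists). At least 1 of the 5 comparisons gave 6489 genes (38.0% of those tested), against 9499.7 for independent lists. Genes that rose in larvae and fell in pupae numbered 310 (26.5 for independent lists), and genes that rose in pupae and fell in females 1101 (159.9). The 2 steps of each pair share libraries with opposite sign, so chance raises these numbers above those of independent lists. With the 4 libraries of the shared stage divided 2 and 2 between the steps, in each of 6 ways, they were 274 to 301 (25.6 to 29.4 for independent lists) and 793 to 1018 (146.0 to 171.4). In 100 draws of unchanged groups they were at most 0 and 1. These controls do not separate age from sex, because the sex of the pooled pupae is not stated. Of the 1304 genes lower in 5-d-old females than in 5-d-old pupae, 441 were higher in 5-d-old males than in 5-d-old females. The same held for 488 of the 2096 genes that rose in pupae.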

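The sexes differed in few genes on day 1 and in many on day 9. On day 1, 793 genes were differentially expressed, 773 higher and 20 lower in males, and on day 9, 2889, of which 1165 were higher and 1724 lower in males, or 1805 and 845 with median-of-ratios scaling. Already on day 1, outer dense fiber protein 3-like protein 2 (gene1223) stood at 853 ± 83.6 TPM in males and 0.125 ± 0.250 TPM in females (SD, n = 4; log2 fold change 9.59, SE 0.63, adjusted p = 4.77e-16). Exuperantia (gene1934), which localizes RNA in germ cells, stood at 347 ± 41.5 TPM in males and 15.7 ± 1.43 TPM in females (4.38, SE 0.33, adjusted p = 1.77e-14), and cytochrome P450 313a4 (gene6051) at 11.0 ± 7.43 and 125 ± 43.6 TPM (-3.51, SE 0.27, adjusted p = 1.66e-14). Of 55 sperm and testis genes 30 were higher in males on day 1 (camera adjusted p = 0.044 with an estimated correlation). Of 85 genes of oxidative phosphorylation 6 were higher in males, all named as subunits of cytochrome c oxidase or of the cytochrome b-c1 complex, although camera placed the list lower, which did not pass (median -0.061, adjusted p = 0.79). By day 9, bicaudal C (gene5283) stood at 571 ± 32.5 TPM in females and 0.153 TPM in males (-8.96, SE 0.08, adjusted p = 1.55e-48), aubergine (gene2018) at 251 ± 34.6 and 0.483 ± 0.247 TPM (-7.41, SE 0.20, adjusted p = 3.84e-31), and fushi tarazu (gene13552) at 104 ± 13.7 TPM in females while listed at 0 in males. Heat shock protein 23-like (gene1548) stood at 3103 ± 277 TPM in females and 35.4 ± 8.20 TPM in males. Transformer-2 (gene4521) was lower in males (17.4 ± 0.972 against 101.2 ± 9.66 TPM; -2.47, SE 0.13, adjusted p = 3.23e-21), but fell by 1.71 on the log2 scale with median-of-ratios scaling, which is within the threshold. On day 9, 32 sperm and testis genes were higher in males and 1 was lower (adjusted p = 0.43). The lower one was acetyl-spermine oxidase (gene6044), an oxidase that only its name places in the list. Of 17 germ line genes 12 were lower in males (adjusted p = 0.078; 7 with median-of-ratios scaling), and of 67 DNA replication and cell cycle genes 45 (adjusted p = 0.089; 28 lower and 1 higher). Among 36 odorant-binding proteins 3 were higher in males (adjusted p = 0.019; 14 with median-of-ratios scaling), and among 24 antimicrobial peptide genes 18 were higher and 1 lower (adjusted p = 0.60). The median of all genes was 0.12 on day 9, and 0.35 with median-of-ratios scaling. The paper states, after its comparisons between stages, that these data compare gene expression broadly across development.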

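The level of gene100, named whirlin after a scaffold protein of sensory cells, differed between replicates of most stages. In eggs its 4 libraries stood at 0.31, 38.9, 0.17 and 38.8 TPM (mean 19.6 ± 22.3, SD). Stage means were 39.4 ± 27.2 TPM in 1-d-old males, 27.6 ± 24.2 TPM in 9-d-old males and 22.1 ± 20.5 TPM in 5-d-old pupae, against 0.858 ± 0.185 TPM in 9-d-old pupae. Over 52 libraries it ranged from 0 to 61.9 TPM, with 21 libraries below 1 TPM, 26 above 5 TPM and 5 between. Its SD within stages was 2.00 on the log2 scale, and 25 of 13401 genes had a larger one (median of genes 0.230). By limma it was differentially expressed in 0 of 15 comparisons, and none reached an unadjusted p under 0.05. Left without replicate 4 of the 5-d-old pupa it was so in 2 comparisons, and without replicate 4 of the 5-d-old female in 1.

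**Figure D3:**
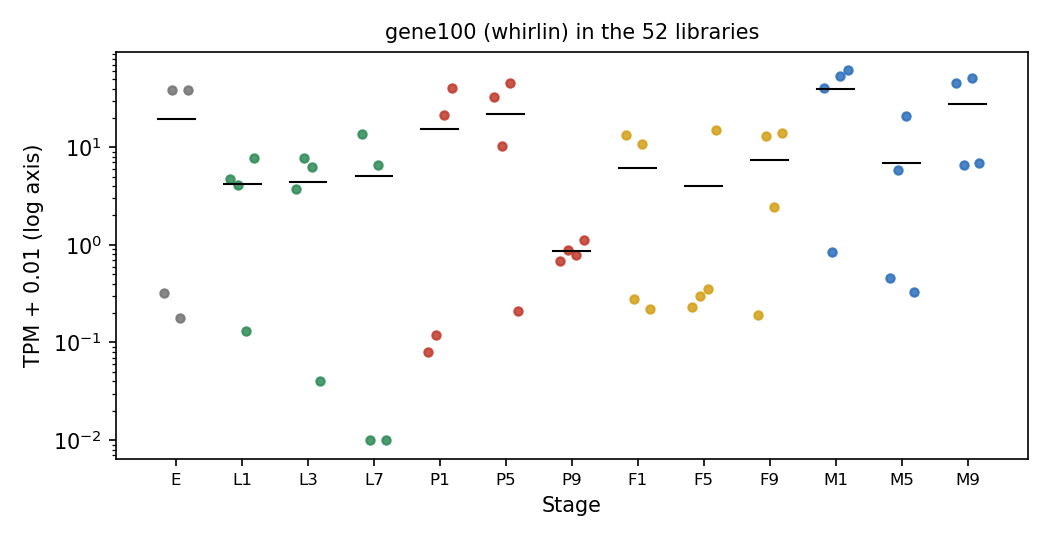
TPM of gene100 (with 0.01 added, on a log axis) in each of 52 libraries, with the 13 stages on the horizontal axis. In eggs, 2 libraries lie below 1 TPM and 2 above 38 TPM, while the 9-d-old pupae lie together near 0.858 TPM.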

Most importantly, all the gene expression during the 13 stages can be calculated by average the TPM value (Fig. 5d).

## Online-only Table

**Online-only Table 1:** Summary of the sequenced transcriptomes of the 13 life stages of Zeugodacus cucurbitae with four biological replicates.

Sample	Raw reads	Raw bases	Clean reads	Clean bases	Error rate (%)	Q20(%)	GC content (%)	Mapped reads
E_1	69605316	10510402716	68445120	9473869438	0.0289	96.36	42.91	87.50%
E_2	51015774	7703381874	50198580	6955334762	0.028	96.66	43.04	88.04%
E_3	48234716	7283442116	47468876	6579352691	0.0276	96.81	43.27	88.23%
E_4	59306048	8955213248	58363758	8089773837	0.0278	96.76	42.84	87.99%
L1_1	62343546	9413875446	61926448	9286235961	0.024	98.45	44.4	92.35%
L1_2	66615822	10058989122	66159060	9916723988	0.0243	98.36	44.34	93.48%
L1_3	62659668	9461609868	62214898	9324188007	0.0244	98.32	44.53	91.73%
L1_4	60311814	9107083914	59873344	8967389550	0.0245	98.28	44.81	92.46%
L3_1	59553794	8992622894	59110020	8850665910	0.0248	98.15	44.79	92.42%
L3_2	65630226	9910164126	65169142	9767151204	0.0244	98.3	44.81	92.63%
L3_3	56338168	8507063368	55949246	8386085947	0.0243	98.35	44.2	61.81%
L3_4	61582980	9299029980	61192260	9175146929	0.0244	98.32	44.56	92.29%
L7_1	62111066	9378770966	61653406	9236576597	0.0244	98.32	44.53	90.21%
L7_2	55139662	8326088962	54702056	8192271449	0.0246	98.23	43.75	89.91%
L7_3	55109204	8321489804	54214994	7517142150	0.0272	96.98	43.6	80.13%
L7_4	53737100	8114302100	52838438	7320571063	0.0275	96.86	44.15	85.26%
P1_1	49560846	7483687746	48759856	6762030182	0.0275	96.85	42.38	85.36%
P1_2	49923692	7538477492	49098468	6805265271	0.0279	96.72	42.48	82.73%
P1_3	54788358	8273042058	53860146	7462880689	0.0278	96.75	42.83	86.81%
P1_4	45747124	6907815724	45037470	6248267705	0.0271	97.03	42.4	85.23%
P5_1	54525800	8233395800	53603750	7427732245	0.0278	96.73	42.55	85.19%
P5_2	61628572	9305914372	60587276	8389508191	0.0283	96.57	41.06	56.11%
P5_3	52211930	7884001430	51354352	7121496552	0.0273	96.93	42.75	86.67%
P5_4	47741266	7208931166	46957462	6510761276	0.0273	96.94	42.58	86.50%
P9_1	65858454	9944626554	64810218	8991173350	0.0268	97.14	41.56	64.41%
P9_2	56724618	8565417318	55817492	7741201856	0.0272	97	42.24	72.96%
P9_3	48822000	7372122000	48025012	6659180390	0.0279	96.74	41.96	68.98%
P9_4	51108614	7717400714	50333116	6987111627	0.0271	97.04	41.77	68.54%
F1_1	64323722	9712882022	63343096	8785307260	0.0276	96.84	43.13	84.95%
F1_2	47533766	7177598666	46838622	6503079873	0.0267	97.18	43.13	87.50%
F1_3	85678662	12937477962	84342226	11694410666	0.0278	96.75	42.87	87.42%
F1_4	56421638	8519667338	55541970	7699511368	0.028	96.7	42.72	81.26%
F5_1	57714742	8714926042	57317866	8595975877	0.0244	98.34	43.29	89.06%
F5_2	56610242	8548146542	56222798	8432263971	0.0244	98.33	42.65	93.04%
F5_3	55276008	8346677208	54855756	8218637601	0.0249	98.12	42.67	87.81%
F5_4	64173570	9690209070	63694838	9551708610	0.0245	98.3	42.66	93.17%
F9_1	63255218	9551537918	62790704	9417958677	0.0249	98.13	42.74	92.13%
F9_2	65382890	9872816390	64945980	9740760188	0.0246	98.26	42.7	92.84%
F9_3	65922212	9954254012	65411986	9804222290	0.0246	98.23	42.89	92.64%
F9_4	59563448	8994080648	59216676	8886382882	0.0241	98.45	42.46	93.32%
M1_1	56764772	8571480572	55842662	7736152968	0.0283	96.55	43.14	86.85%
M1_2	54361434	8208576534	53437298	7396648283	0.0286	96.45	43.16	86.45%
M1_3	55541786	8386809686	54692224	7587164446	0.0274	96.92	42.73	82.86%
M1_4	51640686	7797743586	50684842	7007282864	0.0293	96.19	43.35	85.47%
M5_1	64385052	9722142852	63860654	9561886392	0.0247	98.21	42.02	79.15%
M5_2	64643032	9761097832	64168944	9619295814	0.0247	98.21	42.31	85.14%
M5_3	64648300	9761893300	64163628	9618300268	0.0245	98.3	42.77	92.49%
M5_4	57420848	8670548048	57011718	8549613448	0.0243	98.36	41.92	76.22%
M9_1	63937886	9654620786	63516016	9528515259	0.0244	98.33	41.86	77.82%
M9_2	61705282	9317497582	61188630	9162410019	0.025	98.06	42.71	80.42%
M9_3	60920442	9198986742	60515152	9070769568	0.0244	98.33	42.51	89.02%
M9_4	62398436	9422163836	61986950	9291894395	0.0243	98.37	42.26	65.54%

How the deposited data were processed for this re-analysis (not part of the article)

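Gene expression was measured by RNA sequencing of whole melon flies at 13 stages, from the egg to 9-d-old adults of each sex, with 4 libraries per stage and 52 libraries in all. Each library came from a pool of whole animals, and the pool is the unit of replication. The deposited table holds, for 18241 genes, values in TPM (normalized for gene length and for the total of each library), made by the authors within each library with RSEM 1.3.1 and printed to 2 decimals, together with a column of gene length in nucleotides, 1 value per gene, whose derivation is not stated. Before that the authors trimmed the reads with SeqPrep and Sickle, aligned them with HISAT2 2.1.0 and assembled new transcripts with StringTie. Every column of TPM adds up to 1000000, no scaling between libraries had been applied, and no 2 columns are identical. Read counts per gene were not used here, so the authors' test on counts, DESeq2, was not repeated, and no counting interval is given for a value.

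Libraries held between 45037470 and 84342226 clean reads, and 56.1% to 93.5% of them mapped. Values of log2(TPM + 1) were compared with limma 3.58.1 in R 4.3.3, in 1 fit over 52 libraries with a mean for each stage, and with moderated variances that follow a trend in the mean and are robust to extreme genes. The fit kept the 17097 genes with TPM above 0.1 in at least 4 libraries. P-values were adjusted by the method of Benjamini and Hochberg over the genes tested in each of 15 comparisons, and a gene was counted as differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change above 2, the thresholds of the paper. The difference between the sexes in their change with age was tested as a difference of 2 differences in the same fit.

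Lists of genes by product (28 lists) were set before the data were examined and compared with all other genes by camera, with a preset correlation of 0.01 and with an estimated correlation, adjusted over 420 tests. Genes named with a fold change follow a rule set before the data were examined, and the text names part of the genes it takes. In each comparison the rule takes the 5 rising and 5 falling genes with the largest change among those differentially expressed, with a mean of at least 10 TPM in the higher stage, no overlap between the 4 libraries of the 2 stages and an informative product. From each list with a differentially expressed gene it takes the 3 such members of highest mean TPM, and in each stage the 3 genes of highest mean TPM. It also takes gene100. Single members that moved against their list, genes above 0.1 TPM in 1 stage alone, genes with the largest weights in the principal components and genes in all 5 comparisons were named after their values were seen. Names and products are those in the table itself.

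Correlations and principal components were computed on log10(TPM + 1) of all genes in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Principal components were computed on centred, unscaled genes over 52 libraries. A gene was counted as expressed in a stage when its mean TPM was above 0.1, as in the paper.

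The comparison of 7-d-old larvae with eggs was tested on simulated data with 4 libraries per group. Of 50 genes given a change of 2.5 on the log2 scale 48 were called, of 50 given a change of 1.5 only 1 was, and 2 of 16897 unchanged genes were called. The changed genes were drawn only from genes well expressed in eggs, with normal noise on the scale of log2(TPM + 1). The shares called therefore do not hold for genes of low TPM. Alternatives covered the pseudocount (0.1), the filter, scaling by median-of-ratios size factors from 6902 genes with TPM above 1 in every library, a threshold of 1 for the log2 fold change, a block for the replicate number, a fit on the compared stages alone, libraries of a single read-length class, libraries mapped at 70% or more, other thresholds for expression, other forms of correlation and principal components, and leaving out each library in turn. A threshold of mean TPM at or above 0.1, a count without the genes that differ between 1-d-old males and females and a term for read length class in the fit were chosen after seeing the data. Read length class, which the libraries' read and base totals show, coincides with stage except within the 7-d-old larvae, so the term for it rests on those 4 libraries. The raw reads, the transcripts and the annotation databases were not analysed here.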

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

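The tests of read length and of a variant for gene100, and the comparison of the sex differences with other splits of the libraries and with draws without a difference, were chosen only after the result was seen.

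In 15 of 191 groups of 4 libraries, 1 library lay far from the other 3, relative to the range of the group. Chance marks about 1 in 20 groups of normally distributed values, or 9.55 of them. TPM near 0, printed to 2 decimals, are not such values. In 7-d-old larvae, bicaudal C (gene5283) stood at 0.06 TPM in replicate 4 (0.03 in the others) and fushi tarazu (gene13552) at 0.02 TPM in replicate 2 (0 in the others). Ecdysone-induced protein 78C (gene1483) stood at 1.88 TPM in replicate 2 (0 to 0.05 in the others). In pupae, peritrophin-48 (gene41) stood at 4.07 TPM in replicate 1 of day 5, tyrosine 3-monooxygenase (gene8401) at 42.56 TPM in replicate 2 of day 5, and cuticle protein 16.5 (gene8029) at 13.05 TPM and the kunitz-type proteinase inhibitor gene2467 at 29991 TPM in replicate 4 of day 1. In females, outer dense fiber protein 3-like protein 2 (gene1223) stood at 0.37 TPM in replicate 2 of day 5 and 0.5 TPM in replicate 2 of day 1 (0 in the others of each day). Vitellogenin-1-like (gene11335) stood at 9896.3 TPM in replicate 3 of day 9. In males, the accessory gland serine protease inhibitor-like gene4565 stood at 0.32 TPM in replicate 1 of day 1 (0 in the others) and flight muscle actin (gene2198) at 2171.8 TPM in replicate 4 of day 5. The mean correlation with the other replicates was 0.90426 for replicate 3 of the 3-d-old larva and 0.96848 for replicate 2 of the 7-d-old larva, both below those of their stage.

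The gene of the paper's example, gene100, stood at 15.13 TPM in replicate 4 of the 5-d-old female, far above the other 3. Read length is argued against, since within the 7-d-old larvae the 2 classes overlap (the lowest of one class lies 6.64 TPM below the highest of the other, a gap of -6.64). A variant carried by single animals is argued against only if the animals of a pool are unrelated. Pools of 100 eggs or larvae would then average it out, while their mean spread was 1.08 times the median of pools of 3 animals. The SD on the log2 scale was 2.89 in eggs and 1.29 in 1-d-old larvae, against that median of 1.95. How many mothers laid the eggs is not stated, so a variant shared by sibs is not covered. Reads shared with another gene model cannot be told apart from other sources. The lowest correlation with any of 13400 genes was -0.560 (gene4801), between the bounds set for the test. That gene had a mean of 1.32 TPM, while gene100 reached 61.9 TPM. The lowest of so many correlations is clearly negative by chance too, so this value does not decide the question. No other biological explanation was tested.

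The change with age differed between the sexes in 1224 genes from day 1 to day 5 and in 102 genes from day 5 to day 9. The spread of the libraries alone is argued against, since 100 draws of groups in which the sexes change alike gave at most 3 genes for the first and 14 for the second. Other splits of the libraries do not decide on chance here. As many genes came from 8 of 100 splits for the first (highest other 1991) and 25 of 100 for the second (highest other 4613), the real one included, but exchanging libraries between the sexes at one age turns the sex difference itself into a difference in change. Of the 7 and 24 other splits that gave as many, 5 and 22 exchanged at least 2 more libraries between the sexes at one age than at the other.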

How the results depend on the processing

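The alternatives were set before the data were examined, apart from the tests with a mean TPM at or above 0.1, without genes that differ between 1-d-old males and females, with a term for read-length class in the fit, without replicate 2 of the 5-d-old pupa for sperm and testis genes and with median-of-ratios scaling for the stage of the highest mean, which were chosen only after the result was seen. Of 1054 alternative values of 94 results, 971 stayed within their limits and 83 did not. Of 1341 values for named genes 1337 kept their direction and their side of the threshold, with 4 weaker and none reversed. Named genes were picked for large changes without overlap or for high TPM in their list, so their stability does not stand for other genes. With a pseudocount of 0.1, differentially expressed genes numbered 5557 from egg to 7-d-old larva, 5613 from there to the 5-d-old pupa, 4609 and 3754 from that pupa to the 5-d-old female and male, 1051 and 907 between larval ages, 3785 and 2177 between pupal ages, 2122 and 294 between female ages, 689 and 121 between male ages and 1259 between the sexes on day 1. In the same setting 2617 genes changed in any pair of larval ages, 6071 of pupal and 1126 of male ages, 10204 in any and 95 in all of the 5 comparisons of Fig. 5c, 164 in that of pupa with female alone and 208 in that of the 5-d-old sexes alone, and 215 differed between the sexes in their change from day 5 to day 9. At an absolute log2 fold change above 1, which by construction counts more genes, the 15 comparisons gave 7638 from egg to 7-d-old larva, 7645 to the 5-d-old pupa, 6300 and 4903 to the 5-d-old female and male, 4580 between those, 1678 and 1516 between larval, 5336 and 3637 between pupal, 4264 and 1892 between female and 1271 and 201 between male ages, and 1261 and 7051 between the sexes on days 1 and 9. That threshold gave 3897, 8429, 6614 and 1922 genes in any pair of larval, pupal, female and male ages, 12552 in any and 246 in all of the 5 comparisons, 203 for pupa and female alone, 3752 and 1134 for the differences between the sexes in the 2 steps of age, and 21 for read length within the 7-d-old larvae. Median-of-ratios scaling gave 735 genes for egg and 7-d-old larva alone and 194 for pupa and female alone, and took 3 changes of named genes below the threshold, broad-complex core protein (gene4395, -1.86) between pupae and transformer-2 (gene4521) between female ages (1.63) and between the sexes on day 9 (-1.71). The same scaling changed the number of reference genes with their highest mean in a stage from 535, 363 and 291 to 967, 893 and 871 in 1-d-old, 3-d-old and 7-d-old larvae, from 1958 to 1249 in 1-d-old pupae, from 302 to 608 and from 4047 to 2514 in 1-d-old and 9-d-old females and from 113 to 200 in 1-d-old males. For newly assembled genes it changed from 85, 53 and 67 to 131, 160 and 206 in larvae, from 730 to 410 in 1-d-old pupae, from 63 to 126 and from 235 to 155 in 1-d-old and 9-d-old females and from 110 to 174 in 1-d-old males. The term for read-length class, which rests on the 7-d-old larvae alone, left 29 results within their limits and 79 of 80 changes of named genes on their side of the threshold, the other being flight muscle actin (gene2198) between 1-d-old and 5-d-old males (-0.938, against -2.49 without the term). In the 7-d-old larvae this gene stood at 1.47 TPM on average, so the term does not decide on its fall in adult males. Fitting the compared stages alone, with fewer libraries to estimate the variance, gave 325 and 264 genes between larval ages, and camera with an estimated correlation passed 37 of 420 tests. A mean TPM above 1 gave 31.9% for pupal ages, the Spearman correlation between replicates was 0.954, and medians of log10(TPM + 1) over genes above 0 were 0.666 in 7-d-old larvae and 0.962 in 9-d-old males. The first 2 and the first 9 components explained 43.3% and 81.2% with genes of unit variance, 57.03% and 97.8% over 13 stage means and 49.2% and 84.0% with a pseudocount of 0.1. Leaving out a replicate number moved them to 51.9% to 52.8% and 90.8% to 91.0%, and leaving out 1 library put gene100 among the differentially expressed genes of 0 to 2 comparisons. Of 55 sperm and testis genes, 14 were differentially expressed between the 5-d-old pupa and the 5-d-old male, but 1 without replicate 2 of that pupa. Other counts under leave-one-out stayed within 1.5 times, such as 2863 to 3160 for egg and 7-d-old larva, 1949 to 2502 for pupa and 5-d-old male, and 218 to 325 for the 5-d-old sexes alone. A block for the replicate number moved 28 counts by factors of 0.982 to 1.01, and replicate numbers do not pair libraries across stages (0 of 78 pairs of stages). Where no construction is named, the cause was not tested. Leaving out libraries mapped under 70% was not run for comparisons with 9-d-old pupae or for any pair of pupal ages, because 1 library of the 9-d-old pupa would remain. Depth limits the genes near 0.1 TPM, since values are printed to 2 decimals and no read counts were used.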

Differences from the paper's values

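The tests at a mean TPM at or above 0.1 were chosen only after the result was seen. The paper's test was run on read counts with DESeq2 at an adjusted p under 0.05 and a log2 ratio above 2. The counts here come from limma on log2(TPM + 1) with the same numbers as thresholds. The cut-offs are unlike, because adding 1 to TPM shrinks the fold changes of genes with low TPM.

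The paper's number of genes differentially expressed between egg and 7-d-old larva is 920, against 2956 here, and none of 16 alternatives set before the data were examined (2067 to 7638) came within 1.5 times of it. For 7-d-old larva and 5-d-old pupa the paper's number is 298, against 2954 (17 alternatives, 2830 to 7645, none within). For 5-d-old pupa and 5-d-old female the paper's number is 233, against 2734 (16 alternatives, 2657 to 6300, none within), and for 5-d-old pupa and 5-d-old male the paper's is 157, against 2297 (16 alternatives, 1949 to 4903, none within). The paper's same 4 numbers stand in Fig. 5c in the regions of genes found in 1 comparison alone. Read so, the paper's 920 stands against 1434 here, and of 28 alternatives set before the data were examined it was within for median-of-ratios scaling (735) and without replicate 1 of the 7-d-old larva (1363), and not for the others (up to 2000). The paper's 298 stands against 708 (600 to 981 over 28 alternatives, none within). The paper's 233 stands against 109, within for a pseudocount of 0.1 (164), median-of-ratios scaling (194) and an absolute log2 fold change above 1 (203), which is not the paper's threshold, and not for the other 25 (105 at the lowest). The paper's 157 does not differ by this measure from the 234 found here.

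The paper's number of genes differentially expressed in all 5 comparisons is 630, against 16 here (14 to 246 over 28 alternatives set before the data were examined, none within). The paper's share of genes differentially expressed among stages is 93.83%, against 38.0% of the genes tested in at least 1 of the 5 comparisons, and of 28 alternatives only an absolute log2 fold change above 1 was within (73.4%), the others ranging from 32.4% upward. What the paper's share is taken of is not stated. Read as the part of the genes of any of the 5 comparisons that are not in all 5, the paper's 93.83% stands against 99.8% here and does not differ by this measure. The regions of Fig. 5c add up to about 10000 genes, read by eye and marked as the paper's, against 6489 here. Of 28 alternatives this was within for a pseudocount of 0.1 (10204), for an absolute log2 fold change above 1 (12552) and without replicate 2 of the 7-d-old larva (6720), and not for the others (5543 at the lowest).

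For gene100, the paper's Fig. 5d shows about 89 TPM in eggs, about 210 TPM in 9-d-old females and about 300 TPM in 5-d-old males, read by eye, against means of 19.6, 7.41 and 6.93 TPM here, for which no alternative was set. The means of gene10 (NADH-cytochrome b5 reductase 3), chosen after the values were seen, were 89.0, 207 and 301 TPM in those stages.

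The markers in the key of Fig. 4d name the sexes the other way round from the columns of the table, in which the females of day 9 stood at 49.98 on the second component and the males of day 9 at -17.0, while the colours of its ellipses match the columns. Numbers of expressed genes did not differ by more than 1.5 times from the paper's, in any stage or combination it gives. For ages within larvae, pupae, females and males, the paper's text calls its numbers differentially expressed genes. They were set here beside counts of genes above 0.1 TPM in some but not all ages, which involve no test. By limma, 1277, 3693, 3114 and 639 genes were differentially expressed between at least 1 pair of larval, pupal, female and male ages. With a mean TPM at or above 0.1, chosen only after the result was seen, the counts of genes the paper gives for single stages and for all 5 stages came nearer to the paper's without being equal to them.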

Other observations

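The tests of the number of males in pools, of mapped reads on the male genes, of the positions of pools without genes that differ between the sexes, of other splits of the libraries and of draws without a difference were chosen only after the result was seen.

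Lists of genes of energy and translation, and single genes of other lists, moved in steps the paper does not describe. Of 85 genes of oxidative phosphorylation, 8 rose from the 1-d-old to the 5-d-old pupa (camera adjusted p = 0.070 with an estimated correlation), and in females the list was lower on day 5 than on day 1 (median -0.95, adjusted p = 0.043), with 1 gene higher, and 1 higher and 12 lower with median-of-ratios scaling. In the same step the median of 28 muscle genes was -1.25 (adjusted p = 0.070), with 1 higher and 5 lower, and 12 lower with median-of-ratios scaling. Of 72 cytosolic ribosomal proteins none passed the thresholds of limma from the 3-d-old to the 7-d-old larva, although at an unadjusted p under 0.05 all 72 were lower, and the list was lower (median -0.67, adjusted p = 0.016), as it was in males from day 1 to day 5 (median -0.44, adjusted p = 0.020). Of 28 genes of ecdysone synthesis and response, 5 rose in females from day 1 to day 5 (adjusted p = 0.46) and 5 were lower in 5-d-old males than females (adjusted p = 0.46). Of 40 segmentation genes, 6 rose in females from day 1 to day 5, and 8 were lower and 1 was higher in 9-d-old males than in females (adjusted p = 0.91). Of 17 juvenile hormone genes 1 fell in females from day 5 to day 9, where the list was lower (adjusted p = 0.035). Of 11 genes named for the male accessory gland, 1 rose and 5 fell from the 1-d-old to the 5-d-old pupa (adjusted p = 0.22).

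Of 100 glutathione transferases and esterases, which hold cAMP phosphodiesterases by name, 25 rose and 3 fell from the 5-d-old pupa to the 5-d-old male (adjusted p = 0.052). Of 22 virus-like and transposon genes, 4 were lower in 9-d-old males than in females (adjusted p = 0.65; 2 with median-of-ratios scaling), among them baculoviral IAP repeat-containing protein 5.2 (gene8055), which is a gene of the fly that its name places in the list. Of 69 odorant and gustatory receptors, 1 was higher in 9-d-old than in 5-d-old pupae by limma, where 20 were higher and 4 lower at an unadjusted p under 0.05.

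Genes higher in 1-d-old males than females (773 genes) differed between replicate pools of 5-d-old pupae. Few mapped reads are argued against for the 3 pools other than replicate 2, since these were mapped alike (85.2% to 86.7%) and lay up to 1.25 apart on the log2 scale. For replicate 2 (56.1% mapped) they cannot be told apart from other sources, because only 1 library of another stage that expresses these genes, replicate 4 of the 9-d-old male (-0.225 from its stage mates), has few mapped reads and well mapped stage mates. A difference in developmental age is argued against, since 710 genes that rise from the 5-d-old to the 9-d-old pupa, and do not differ between the sexes on day 1, had a median difference of 0.0167 in replicate 2, where the male genes stood at -2.58. On a line from the 1-d-old to the 9-d-old pupa over all genes, replicate 2 was the earliest pool (0.541, against 0.646, 0.713 and 0.696 in replicates 1, 3 and 4), but over the 16304 genes that do not differ between the sexes on day 1 the 4 pools stood at 0.628, 0.641, 0.640 and 0.654, within 0.0261, so age is argued against for all 4. Whether pools of 3 pupae held different numbers of males cannot be told. In the 9-d-old pupae, which were pooled in the same way and did not prompt it, the SD of the library medians was 4.30 times that of the adult male stage where it is largest, but 0.237 times without replicate 4, so it rests on 1 library. In the 5-d-old pupae it was 10.9 times, and 4.45 times without replicate 2. The sex of the pupae was not used here, and other differences between pools of 9-d-old pupae were not tested.

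Antimicrobial peptide genes (24 members of 4 families) varied between replicate libraries of a stage. No relation with few mapped reads was found over 52 libraries. Deviations of the list's median from its stage means had r = -0.244 with those of the mapped share (permutation p = 0.252, adjusted 0.504) and rho = -0.0707 (permutation p = 0.648, adjusted 0.648, 2 relations, two-sided). Without the 2 libraries farthest in mapped share r was -0.0574, but these hold much of the difference in mapping. Of these 2, replicate 3 of the 3-d-old larva (61.8% mapped) deviated by -0.0573. Replicate 2 of the 5-d-old pupa (56.1%) deviated by 2.57, the largest of all, so for it few mapped reads cannot be told apart from other sources. An immune response in single pools may be the source, since members of different families deviated together (median correlation 0.347 over 187 pairs, against -0.0144 to 0.0758 for random pairs in 100 draws). Infection of the animals was not measured, so this stays a hypothesis.

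For each of the 15 comparisons of 2 stages, 1 of 35 splits of the libraries gave as many genes, the real one. Chance is argued against by this but not excluded, because 1 of 35 is the smallest share that 35 splits can give. The other splits mix libraries of 2 stages, which widens the spread within groups, so their counts are no measure of the size of the real difference. The real count and the highest of the other splits were 2956 and 518 from egg to 7-d-old larva, 2954 and 1263 from there to the 5-d-old pupa, 2734 and 1159 to the 5-d-old female, 2297 and 871 to the 5-d-old male, and 1828 and 752 between those sexes. Between ages they were 552 and 462, and 553 and 326, in larvae, 2078 and 841, and 1208 and 364, in pupae, 1335 and 361, and 131 and 60, in females, and 441 and 115, and 55 and 23, in males. Between the sexes they were 793 and 4 on day 1 and 2889 and 1007 on day 9. In the same sense chance is argued against, with 1 of 100 splits, for genes that change in any pair of larval (1277 and 888), pupal (3693 and 2015), female (3114 and 1886) or male ages (639 and 428), and in any (6489 and 3155) or all (16 and 9) of the 5 comparisons of Fig. 5c. Splits do not decide for genes found in 1 comparison alone. Mixing libraries of different stages can take genes from the other comparisons and so add to those found in 1 alone, which was not measured. The real count and the highest other were 1434 and 1461 between egg and 7-d-old larva alone (2 of 100 splits as large, the real one included). They were 708 and 1288 in the step to the 5-d-old pupa alone (7 of 100) and 109 and 994 to the 5-d-old female alone (24 of 100). To the 5-d-old male alone they were 234 and 1004 (8 of 100), and between the 5-d-old sexes alone 320 and 1812 (17 of 100). In 100 draws of groups without a difference, at most 40, 13, 30, 28 and 12 genes were found in 1 of these 5 comparisons alone, in the order given, so the spread of the libraries alone is argued against for all 5. Whether a gene is found in 1 comparison alone still depends on the thresholds in the other 4.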
